# Protocol for *ex vivo* culture of neonate mouse ovaries to study early follicle activation

**DOI:** 10.1016/j.xpro.2026.104539

**Published:** 2026-05-08

**Authors:** Julie Feld Madsen, Stine Bundgaard Birkebæk, Karin Lykke-Hartmann

**Keywords:** Cell Biology, Cell culture, Developmental biology, Model Organisms, Molecular Biology

## Abstract

Establishing an *ex vivo* culture of neonatal ovaries enables controlled investigation of early follicle dynamics. Here, we present a protocol for isolating ovaries from neonatal female mice for maintaining intact ovarian architecture by *ex vivo* culture on a membrane allowing access to defined medium. We describe procedures for media preparation, ovary dissection, culture setup, and follicle development by stereomicroscopy and histological assessment. This protocol provides a platform for examining the regulation of the primordial-to-primary transition and growth.

For complete details on the use and execution of this protocol, please refer to Amoushahi et al.^1^

## Highlights

• Instructions for *ex vivo* organ culture of neonatal mouse ovaries
• Steps for H&E-based histology for ovarian tissue
• Guidance on quantification of ovarian follicle developmental stages

## Abstract (editor highlights)

Publisher’s note: Undertaking any experimental protocol requires adherence to local institutional guidelines for laboratory safety and ethics.

## Before you begin

Folliculogenesis is initiated by the activation of dormant (primordial) follicles into primary follicles, during the primordial-to-primary transition, supported by highly regulated signaling within the ovarian follicles.^2^^,^^3^ Here we describe a method to establish murine ovary *ex vivo* culture, which can subsequently be applied to model early ovarian follicle regulation by modulating specific signaling factors.^1^^,^^4^

Briefly, we introduce ovary dissection from juvenile female mice, the careful and precise dissection needed to maintain intact ovaries. We then describe the step-by-step handling, and *ex vivo* culture including optimal media conditioning. In addition, we add a detailed description for how to fix the ovaries for tissue processing and paraffin embedding before describing the precise procedure for sectioning and H&E staining. Finally, we include a full description for follicle morphology and histological examination.

### Innovation

This protocol advances existing neonatal ovary *ex vivo* culture approaches by optimizing both culture establishment and culture conditions that support preservation of tissue integrity and follicle viability during the *ex vivo* culture period. We compared multiple membrane-systems and identified the configuration that best maintains organ shape and nutrient exchange. The combination of improved *ex vivo* culture steps minimize the extent of apoptosis, which is a common side-effect in ovary organ *ex vivo* cultures. Collectively, these refinements improve reproducibility, reduce variability between culture batches, and provide a more consistent platform for studying early follicle development and regulatory signaling in intact ovaries.

### Institutional permissions

The murine experiments were approved by the Danish national institutional regulations and approved by the Ethics Committee for the use of laboratory animals at Aarhus University.

### Preparation of stock solution

**Timing: 2**–**4 h**

1. Fetal bovine serum (FBS) is thawed at 4°C.
  a. The thawed FBS is gently mixed.
  b. Aliquot into sterile tubes.
  c. Stored at −20°C until use.

***Note:*** Storage time 6–12 months.

2. Insulin-transferrin-selenium (ITS) is aliquoted into sterile tubes.
  a. Stored at 4°C until use.

***Note:*** Storage time 1 month.

3. Penicillin and streptomycin (P/S) are aliquoted into sterile tubes.
  a. Stored at −20°C until use.

***Note:*** Storage time 1 year.

4. Reconstitute the Follicle stimulating hormone (FSH) powder by adding 750 μL of solvent to prepare a 100 mIU/μL solution.
  a. The solution is aliquoted into sterile tubes.
  b. Stored at −20°C until use.

***Note:*** Storage time 6 months.

5. Weigh 0.1 g of sodium selenite (SS) powder.
  a. Dissolve it in 10 mL ddH_2_O to fully homogeneous.
  b. Dilute this solution 1:1000 and achieve final concentration of 10 ng/mL.
  c. Sterilize the solution through a 0.2 μm filter.
  d. Aliquot into sterile tubes.
  e. Store at −20°C until use.

***Note:*** Storage time 1 year.

### Preparation of culture medium for *ex vivo* culture of ovaries

**Timing: 1 h**

6. Prepare medium for organ harvest:
  a. Add 250 μL FBS to 2250 μL α-minimum essential medium (α-MEM).
  b. Mix well.
  c. Pre-equilibrate the medium by incubating at 37°C and 5% CO_2,_ keeping the cap loosely attached, for at least 30 min.
7. Prepare medium for fine dissection of ovaries:
  a. 4445 μL α-MEM is supplemented with 500 μL FBS, 50 μL ITS and 5 μL FSH.
  b. Mix thoroughly and transfer to an embryo dish for dissection.
  c. Pre-equilibrate the medium by incubation at at 37°C and 5% CO_2,_ for at least 30 min.
8. Prepare medium for *ex vivo* culture:
  a. 4390 μL α-MEM is supplemented with 500 μL FBS, 50 μL ITS, 50 μL P/S, 5 μL FSH, and 5 μL sodium selenite.
  b. Mix thoroughly before use.
  c. Pre-equilibrate the media by incubating the 15 mL tubes, with caps loosely attached, at 37°C with 5% CO_2_ for at least 30 min before use.

***Note:*** Culture medium for organ harvest, fine dissection, and *ex vivo* culture must be freshly prepared prior to each medium exchange to ensure optimal nutrient availability and stability of supplemented components.

## Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Alpha-MEM	Fisher Scientific	Cat# 22571-020 (Gibco)
FBS	Fisher Scientific	Cat# 11550356
Insulin-transferrin-selenium	Fisher Scientific	Cat# 12097549
Pencillin-Streptymycin	Thermo Fisher Scientific	Cat# 15140122
Sodium selenite	Thermo Fischer Scientific	Cat# 41400045
Recombinant follicle-stimulating hormone	Merck	Cat# GONAL-F75IE-IU
Paraformaldehyde	Thermo Fisher Scientific	Cat# J199943-K2
Paraffin	Leica Biosystems	Cat# 39601006
Haematoxylin	Sigma‒Aldrich	Cat# MHS32-1 L
Eosin	Merck	Cat# 17372-87

**Experimental models: Organisms/strains**		

Female mouse: C57BL/6JRj, used from 6 weeks of age	Janvier	C57BL/6JRj
Male mouse: CBA/JRj, used from 6 weeks of age	Janvier	CBA/JRj
Female C57BL/6Jrj x CBA/JRj, used at day 7 or 8		

**Other**		

Corning Transwell 24 well plates; 0.4 μm pore size, 6.5 mm diameter	Corning	3470
24-well plates	Corning	3526
Stereo microscope	Leica	MDG32
CO_2_ incubator	Thermo Scientific	Forma Steri-cycle
Inverted microscope	Leica	DMI4000 B
Processing machine	Leica	TP1020
Embedding machine	Leica	EG1160
Microtome	SLEE	CUT 6062
Dumont #5 Forceps, Biologie Tips, Inox, 11 cm	AgnThos	11252–20
Tokai Hit Thermo Plate	Tokai Hit	TPi-108RH26
Embryo dish		

## Materials and equipment

**Table:** Medium for organ harvest

Reagent	Final concentration	Amount
α-MEM	N/A	2250 μL
FBS	10% (v/v)	250 μL
**Total**	**N/A**	**2500 μL**

**Table:** Medium for fine dissection

Reagent	Final concentration	Amount
α-MEM	N/A	4445 μL
FBS	10% (v/v)	500 μL
ITS	1% (v/v)	50 μL
FSH (100 mIU/μL)	0.1 mIU/μL	5 μL
**Total**	**N/A**	**5000 μL**

**Table:** Medium for ex vivo culture

Reagent	Final concentration	Amount
α-MEM	N/A	4390 μL
FBS	10% (v/v)	500 μL
ITS	1% (v/v)	50 μL
P/S	1% (v/v)	50 μL
FSH (100 mIU/μL)	0.1 mIU/μL	5 μL
Sodium selenite (10 ng/mL)	0.01 ng/μL	5 μL
**Total**	**N/A**	**5000 μL**

***Note:*** Culture medium used for organ harvest, fine dissection, and ex vivo culture should be freshly prepared and pre-warmed to 37 °C prior to each medium exchange. The medium should be equilibrated in an incubator at 37 °C with 5% CO_2_ and used immediately after preparation, without storage, to ensure optimal nutrient availability and stability of supplemented components.

## Step-by-step method details

### Isolation of ovaries

**Timing: 1–2 h**

This section describes the procedure to sacrifice 7–8-days old female mice and isolate their ovaries. The goal is to obtain intact ovarian tissue suitable for subsequent *ex vivo* culture.

1. Transfer the pre-warmed organ harvest medium into an embryo dish and place it on a 37°C heated stage to maintain temperature during ovary isolation.
2. Postnatal day 7–8 female mice are euthanized by decapitation in accordance with approved institutional animal care guidelines.
3. Place the mouse in a supine position.
4. Clean the abdominal area with 70% ethanol.
5. Gently separate the abdominal skin and underlying peritoneal layer by applying opposing lateral tension with both hands to expose the abdominal cavity.
6. Identify the ovaries adjacent to the kidneys and connected to the uterine horns (Figures 1A–1C).

**Figure 1:**
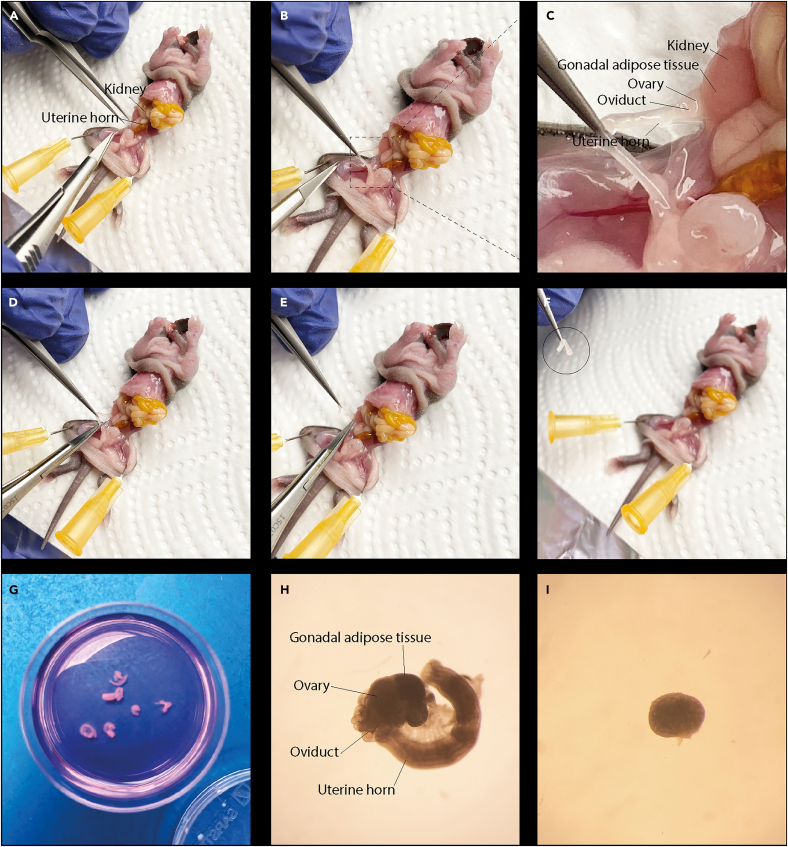
Excision of ovaries from juvenile mice and fine dissection under a stereomicroscope (A) The abdominal cavity is opened, and the gastrointestinal tract is gently displaced to expose the dorsal abdominal region and facilitate localization of the kidneys and uterine horns. (B) Using fine forceps, the uterine horn is carefully lifted to aid visualization of the ovary and associated reproductive structures. (C) Close-up view showing the kidney, gonadal adipose tissue, ovary, oviduct, and uterine horn. (D) The first incision is made in the uterine horn just distal to the ovary using surgical scissors. (E) A second incision is made proximal to the ovary, near the lower pole of the kidney. (F) The ovary is released together (identified in the circle) with its surrounding gonadal adipose tissue. (G) Collected ovaries are transferred to pre-warm medium on a heated stage. (H) Under the stereomicroscope, the excised ovary is visualized with attached gonadal adipose tissue, oviduct, and uterine horn prior to fine needle dissection. A calibrated image of the same ovary, including a scale bar, is shown in panel Figure 2J for reference. (I) The fully dissected ovary with surrounding tissues removed. A calibrated image of the same ovary, including a scale bar, is shown in panel Figure 2J for reference.
7. Carefully release each ovary from surrounding tissue, ensuring the ovary remains intact (Figures 1D–1F).
8. Immediately transfer the ovaries to the pre-wared organ harvest medium maintained at 37°C (Figure 1G).
9. Processed directly to the laboratory and begin the dissection without delay.

***Note:*** It is important that this step is performed promptly to preserve tissue integrity.

10. In the laboratory, the ovaries are transferred to the warm fine dissection medium using forceps.

**CRITICAL:** Handle the ovaries gently to avoid compressing or damaging the tissue.

11. Gently remove surrounding connective tissue and release the ovary from the ovarian bursa.
  a. Release the ovary from the ovarian bursa by carefully teasing the tissue apart under the stereomicroscope using fine needles.
  b. Stabilize the ovary with one needle while gradually separating attachment with the other, taking care not to puncture or compress the ovarian tissue.
  c. Continue until the ovary is fully free from the bursa and connective tissue, preserving the integrity of the ovarian capsule (Figures 1H and 1I).

***Note:*** Removing the bursa and surrounding connective tissue is critical to ensure proper penetration and uptake of the culture medium by the ovary.

12. Finally, the isolated ovaries are kept in the fine dissection medium and placed in the incubator at 37°C and 5% CO_2_ while preparing next step.

### Seeding ovaries onto membranes for *ex vivo* culture

**Timing: 30 min**

This section detail how to place the freshly isolated ovaries onto culture membranes, ensuring proper orientation and support.

13. Add 200 μL of culture medium to each well designated for inserts.
14. Fill the remaining wells and inter-well spaces with sterile ddH_2_O to maintain adequate humidity (Figure 2A).

**Figure 2:**
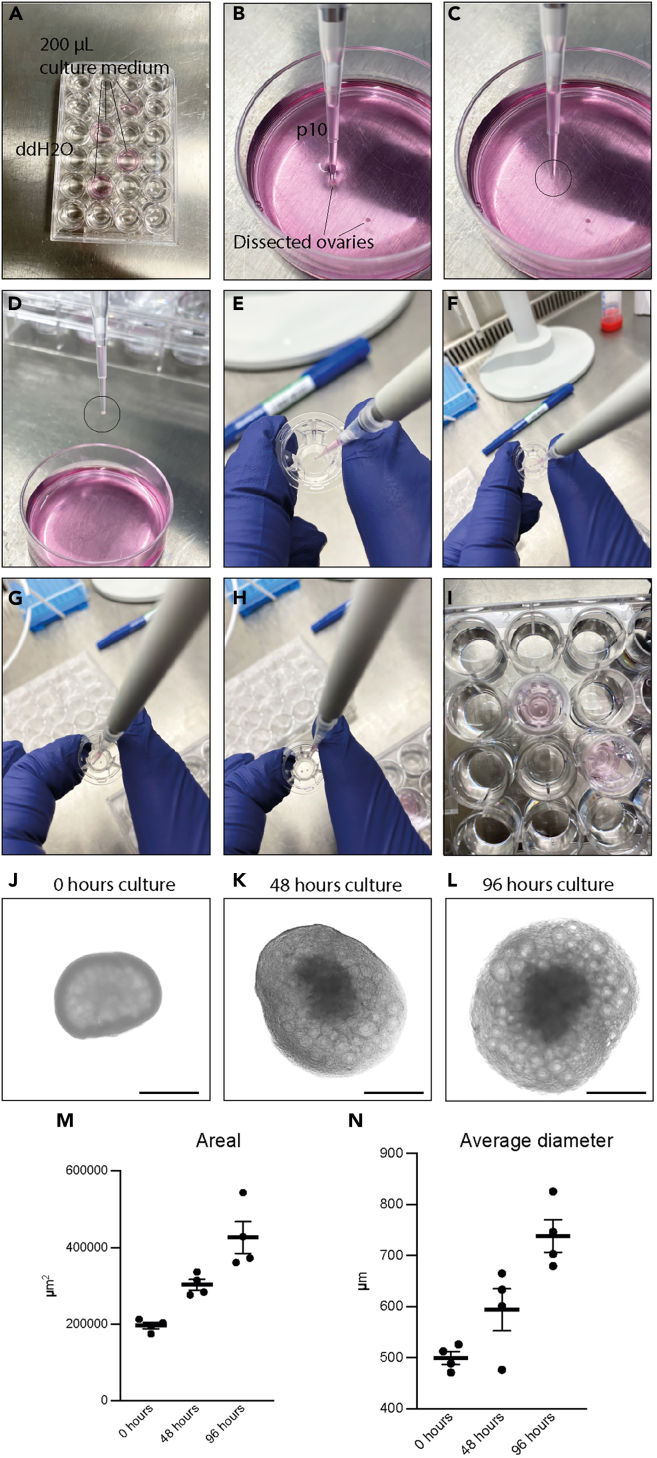
Seeding of ovaries onto membranes and *ex vivo* growth of ovary for 96 h (A) Overview of the 24-well plate setup. Four wells contain 200 μL culture medium, while the remaining wells are filled with water to maintain humidity. Additionally, water is placed between wells to prevent evaporation. (B) Embryo dish containing culture medium used to collect dissected ovaries. The tip of a P10 pipette is shown as the tool used for transferring ovaries. (C) An ovary positioned at the opening of a P10 pipette tip prior to placement. (D) Removal of excess medium from the pipette tip, demonstrating that the ovary adheres to the edge of the tip without being aspirated into the lumen. (E) Membrane insert into which the ovary will be positioned. (F) Placement of the first ovary onto the membrane surface. (G) Positioning of the second ovary on the same membrane. (H) Membrane inserts carrying ovaries prior to culture. (I) Insert placed into a well of the 24-well plate containing culture medium, ensuring that the membrane is in minimal contact with the liquid phase. (J) Photomicrograph of an ovary immediately after placement on the membrane insert. Scale bar: 500 μm. (K) Photomicrograph of ovary after 48 h of culture, showing increased size due to follicular growth and expansion of the ovarian cortex. Scale bar: 500 μm. (L) Photomicrograph of the ovary after 96 h of culture, demonstrating further enlargement consistent with ongoing follicular development. Scale bar: 500 μm. (M) Ovary area measured from photomicrograph. Data are presented as mean ± SEM (n=4 independent ovaries per group). (N) Average ovary diameter, calculated as the mean of horizontal and vertical measurements. Data are presented as mean ± SEM (n=4 independent ovaries per group).

***Note:*** Limit each 24-well plate to a maximum of six inserts, as exceeding this number may reduce humidity.

15. Transfer two ovaries onto each membrane in the insert using a P10 pipette.
  a. First, aspirate a small volume of culture medium from the dish containing the dissected ovaries.
  b. Then carefully draw a single ovary to the pipette tip (Figures 2B–2D).
  c. Gently dispense the medium onto the insert, allowing the ovary to settle onto the membrane - without direct contact - from the pipette.
  d. Remove any excess medium from the insert (Figures 2E–2H).

***Note:*** Place the two ovaries near the center of the insert, avoiding placement too close to the edges or too close to each other to ensure uniform medium exposure and optimal culture condition.

16. Position the insert to float on the culture medium, ensuring light contact without submersion (Figure 2I).

**CRITICAL:** Confirm that the membrane is in contact with the medium. If contact is incomplete, gently tap the bottom of the plate to establish proper medium contact.

17. Place the culture plates in a humidified incubator at 37°C with 5% CO_2_ for 96 h, and 70 μL of culture medium is replaced every other day with fresh culture medium.

***Note:*** Prepare fresh medium for every exchange to maintain optimal culture conditions.

***Note:*** The culture period can be adjusted depending on experimental goals, ranging from a few hours up to seven days.

18. Photomicrographs of the ovaries can be taken on an inverted microscope to follow the growth of the follicles within the ovary (Figures 2J–2L).

### Formalin fixation and paraffin embedding of ovaries

**Timing: 2 days**

This section explains how to fix the ovaries after the culture period and embed them in paraffin. The purpose is to preserve tissue architecture for downstream histological analysis.

19. At the end of the culture period, prepare one petri dish (2–3 cm diameter) per experiment. Fill each dish with 4% paraformaldehyde (PFA) in a fume hood.
20. Transfer culture plates to the fume hood.
21. Carefully remove each insert and using a scalpel.
  a. Detach the membrane from the insert by cutting from underneath, releasing approximately three-quarters of the membrane.
  b. Then remove the insert completely with forceps (Figures 3A–3C).

**Figure 3:**
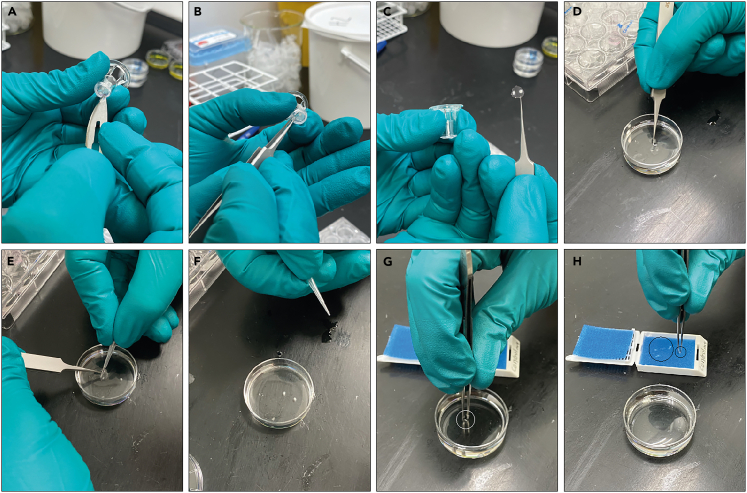
Fixation and preparation for processing of *ex vivo* cultured ovaries (A) The insert membrane containing the ovaries is loosened by carefully cutting around the edge with a scalpel, leaving a small uncut section to keep the membrane attached to the insert. (B) Using forceps, the membrane is detached from the insert. (C) The membrane with the two ovaries is now detached from the insert. (D) The insert is transferred to a Petri dish containing 4% PFA with the ovaries facing upwards. (E) Using a p10 pipette tip, the ovaries are gently loosened from the insert. (F) The ovaries are fixated in 4% PFA at 4^o^C overnight. (G) The next day, the ovaries are gently removed from the PFA using forceps. (H) The ovaries are placed on biopsy pads for processing. Black circles indicate the ovaries.
22. Place the membrane with the ovaries into the PFA solution.
  a. Gently agitate to release the ovaries; if necessary, use fine forceps to carefully free the ovaries, taking care to preserve the ovarian edges where follicles reside (Figures 3D–3F).
23. Incubate ovaries in PFA at 4°C overnight (16–20 h) to complete fixation.
24. The next day, prepare embedding cassettes with two biopsy pads each.
  a. Label each cassette with the experimental group, date, and number of ovaries using a pencil. Each cassette accommodates 4–5 ovaries.
25. Transfer ovaries onto the biopsy pads using fine forceps.
  a. Handle the ovaries gently, using only the tension between the forceps tips to capture the tissue without compression (Figures 3G and 3H).

***Note:*** If ovaries adhere to the forceps, apply a small drop of PFA on the sponge to facilitate release.

26. Place a second biopsy pad on top of the ovaries, creating a sandwich, and close the cassette.

***Note:*** Position the cassettes into the tissue processor and process tissues according to the following program (Table 1):

***Note:*** As an alternative to automated tissue processing, samples can be manually processed by sequential incubation in increasing concentrations of ethanol for dehydration, followed by clearing in xylene and infiltration with molten paraffin.

27. After processing, the ovaries are embedded into paraffin.
  a. Transferring the ovaries into molds containing molten paraffin. The ovaries are positioned centrally in the molds (Figures 4A–4F).
    ***Note:*** Avoid compressing the tissue; gentle handling is sufficient.

**Figure 4:**
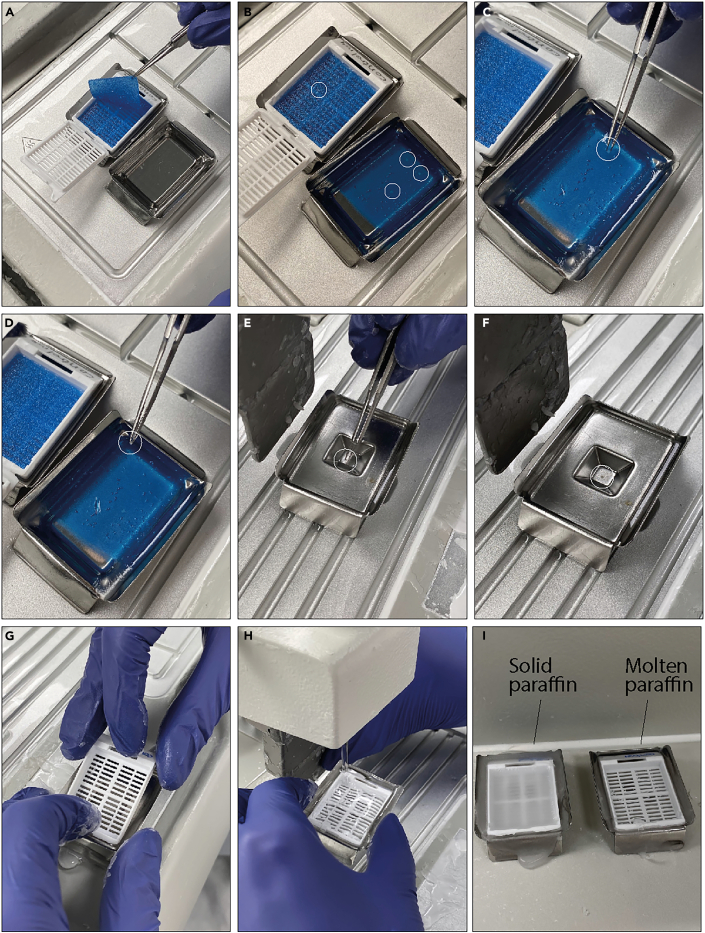
Embedding of *ex vivo* cultured ovaries (A) The cassette from processing is placed in a mold with 60^o^C warm paraffin. (B) The biopsy pads are placed in the molds with the ovaries facing upwards. The ovaries are marked with circles. (C) Using forceps with a small amount of solid paraffin at the tip, the ovary are transferred by sticking the ovary to the tip. (D) The ovary is transferred to the mold. (E) The forceps are placed in the mold filled with molten paraffin. Allow the ovary to detach from the forceps by waiting for the paraffin to molt, and the ovary will sink to the bottom of the mold. (F) The ovary is placed in the middle of the mold. (G) Place a labeled cassette gently on top of the mold containing the ovary. (H) Fill additional paraffin in the cassette. (I) Let the paraffine solidify for at least 30 min.
  b. Place a cassette (labelled with the experimental group, date, and number of ovaries) on top of the mold.
  c. Fill the mold with additional paraffin needed.
  d. Allow to solidify on a cold plate for at least 30 min (Figures 4G–4I).
  e. Store paraffin-embedded ovaries at 4°C for at least 24 h before sectioning them.

**Table 1:** Processing program

Step	Reagent	Time (min)
Dehydration	70% EtOH	20
	80% EtOH	20
	90% EtOH	20
	100% EtOH	20
	100% EtOH	20
Clearence	Xylene substitute	5
Infiltration	Paraffin 60°C	30
	Paraffin 60°C	30

### Sectioning and H&E staining

**Timing: 1 day**

This section describes how to section the paraffin-embedded ovaries using a microtome. This goal is to obtain thin, uniform slices suitable for H&E staining.

***Note:*** Duration may increase with sample number

28. Sectioning
  a. Fill the water bath with distilled water and set the temperature to 37°C.
  b. Prepared glass slides labeled with group name, ovary number, and date.
  c. Mount the paraffin block containing the ovaries in the microtome.
  d. Install a new blade.
  e. Set the section thickness to 5 μm.
  f. Adjust the knife position close to the paraffin block without making contact.
  g. Trim the block until tissue sections appear.
  h. Once tissue is exposed, reduce the cutting speed to a moderate level to obtain continuous ribbons (Figures 5A and 5B).
    **CRITICAL:** Collect all sections containing ovarian tissue, from the initial to the final section, while carefully minimizing section loss to preserve complete tissue representation.

**Figure 5:**
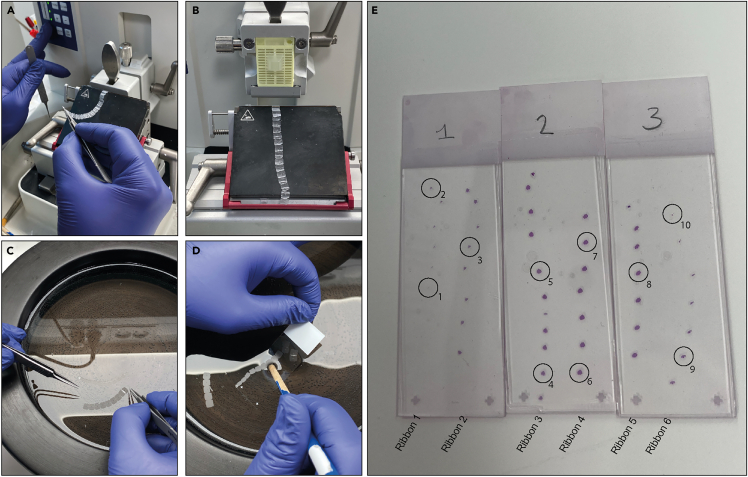
Sectioning All sections are collected sequentially to preserve section order (A) Initiation of a paraffin ribbon during microtomy, showing the continuity of serial sections. (B) Complete ribbon positioned on the microtome. (C) Transfer of the ribbon onto a warm water bath using fine forceps to flatten and prepare sections for mounting. (D) Sequential transfer of ribbon of sections from the water bath onto a microscope slide, emphasizing maintenance of correct section order. (E) An ovary was serially sectioned and mounted in the correct order across three slides and subsequently stained with H and E. Ribbons 1-6 indicate the sequential order of sectioning and slide mounting. Every fifth section is marked with a circle and numbered in the correct order; these sections were selected for follicle counting.
  i. Maintain serial order of sections.
    **CRITICAL:** As every fifth section will be used for subsequent analysis it is critical to maintain the sections in the correct order. For optimal organization, prepare ribbons consisting of 8–9 consecutive sections. Leave the final section attached to the blade during transfer to prevent rolling and loss of tissue integrity.
  j. Float ribbons on a 37°C water bath to allow full expansion of the paraffin and tissue.
  k. Transfer sections to pre-labeled slides using fine needle and remember to maintain correct orientation (Figures 5C and 5D).
  l. Continue sectioning until the entire ovary has been processed.
    ***Note:*** The total number of sections per ovary varies depending on culture duration and treatment conditions. As a general guideline after 96 h of culture, it is estimated to generate 40–60 sections per ovary.

29. Hematoxylin-Eosin staining (Table 2).
  a. Place the slides with sections in a rack.
  b. Incubate in a pre-warmed oven at 60°C to melt the paraffin. All subsequent H&E steps are summarized as a list end of section.
  c. Deparaffinize the slides by immerse slide in two baths of xylene (15 min each).
  d. Rehydrate the slides by immerse slide through a graded ethanol series.
    i. Immerse slides in 100% ethanol three times, 2 min each.
    ii. Immerse slide in 96% ethanol for 2 min.
    iii. Immerse slides in 70% ethanol for 2 min.
  e. Rinse in distilled water for 2 min.
  f. Transfer slides to hematoxylin.
    ***Note:*** Determine the optimal staining time by testing a single slide first, staring with a brief exposure (e.g.: 10 s for fresh hematoxylin), and adjust as needed based on microscopic evaluation.
  g. Rinse all slides under running tap water for 5 min.
  h. Transfer the slides into eosin.
    ***Note:*** Determine the optimal staining duration by testing a single slide first and adjusting based on microscopic evaluation before processing the remaining slides.
  i. Dehydrate slides by transferring them sequentially through a graded series of ethanol.
    i. 96% ethanol (20 times up and down).
    ii. 96% ethanol for 2 min,
    iii. 100% ethanol two times, for two minutes each.
  j. Immerse slides in xylene for 2 min, followed by an additional bath for 30 min to fully clear the tissue.

**Table 2:** H and E steps

Step	Solution/Bath	Duration	Notes
1	Xylene 1	15 min	–
2	Xylene 2	15 min	–
3	Ethanol 100% 1	2 min	–
4	Ethanol 100% 2	2 min	–
5	Ethanol 100% 3	2 min	–
6	Ethanol 96%	2 min	–
7	Ethanol 70%	2 min	–
8	Distilled water	2 min	–
9	Hematoxylin	Variable	Test one slide first to determine optimal time; then stain remaining slides
10	Running tap water	5 min	–
11	Eosin	Variable	Test one slide first to determine optimal time; then stain remaining slides
12	Ethanol 96%	2 min	Agitate rack up and down 20 ×
13	Ethanol 96%	2 min	–
14	Ethanol 100% 1	2 min	–
15	Ethanol 100% 2	2 min	–
16	Xylene 1	2 min	–
17	Xylene 2	30 min	The slides can stay in xylene for an extended amount of time

30. Mount slides using three drops of mounting medium on the slides.
31. Add a cover glass.
32. Allow to dry for at least 24 h before handling or storage.

### Histological analysis and follicle classification

**Timing: 1 day**

This section outlines how to perform H&E staining and classify pre-antral follicle stages based on the morphology. The aim is to quantitative assess follicle development after culture.

***Note:*** Duration may increase with sample number

33. Select every 5^th^ ovarian section for analysis (Figure 5E).
34. Count only follicles with a clearly visible oocyte nucleus to avoid double counting the same follicle.

***Note:*** Follicle counting can be performed using a light microscope with sufficient magnification to clearly distinguish follicular morphology. Alternatively, digitized images obtained from slide scanning may also be used for analysis. Regardless of the method, the magnification or resolution must be sufficiently high to clearly identify the morphological characteristics of each follicle type.

35. Classify follicles based on morphology:

***Note:*** Primordial follicles: oocyte surrounded by a single layer of flattened pre-granulosa cells (Figures 6A and 6B).

***Note:*** Primary follicles: Oocyte surrounded by one layer of cuboidal granulosa cells or a mixture of flattened and cuboidal granulosa cells (thus including transitional follicles) (Figures 6A and 6B).

***Note:*** Secondary follicles: oocyte surrounded by two or more layers of cuboidal granulosa cells (Figures 6A and 6B).

***Note:*** Degenerated follicles: follicles exhibiting shrunken ooplasm, pyknotic oocyte nucleus, or disorganized granulosa cells (Figures 6A and 6B).

***Note:*** Follicle counts can be expressed either as the estimated total number per ovary, calculated by multiplying the counted follicles by the interval between sections, or as a percentage of the total follicles (Figures 6C and 6D).

**Figure 6:**
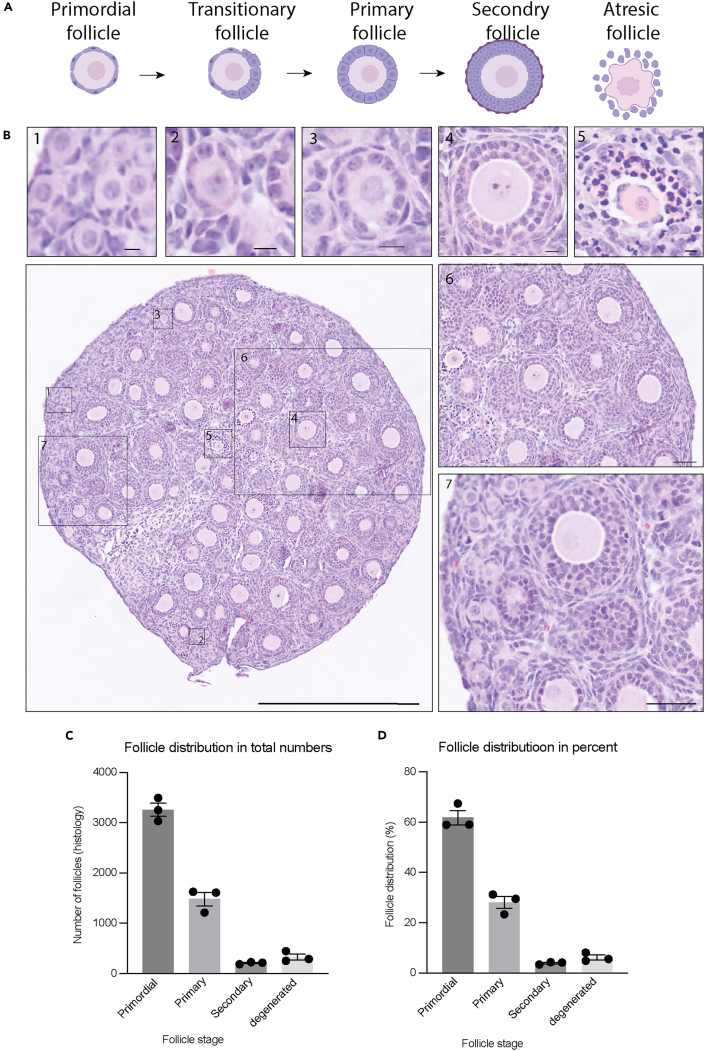
Overview of *ex vivo* ovary culture and follicle classification (A) Schematic illustration of pre-antral follicle classes in cultured ovaries, including primordial, transitional, primary, secondary, and atretic follicles. The animation highlights the defining morphological criteria used to discriminate between stages. (B) Representative H and E-stained section of an ovary following *ex vivo* culture. Scalebar 500 μm. Boxes positioned above the main image denote the location of follicles at specific developmental stages (1: primordial; 2: transitional, 3; primary, 4; secondary, 5; atretic). Scalebar: 10 μm. Corresponding close-up images displayed to the right of the main section provide detailed visualization of detailed visualization of local tissue architecture and follicular morphology. Scale bar 50 μm. (C) Follicular distribution in total numbers. (D) Follicular distribution in percentage.

## Expected outcomes

This protocol enables *ex vivo* culture of intact murine ovaries, preserving intra-ovarian signaling networks and endogenous regulators, thereby closely recapitulating the physiological microenvironment and making it a valuable tool to study primordial-to-primary follicle transition.^5^^,^^6^^,^^7^ This platform enables pharmacological interrogation, providing a robust system for mechanistic studies of primordial to primary follicle transition in a controlled environment. Based on our observations, the vast majority of ovaries remain viable after 96 h of *ex vivo* culture. Survival is consistently high, provided the tissue has not been subjected to excessive mechanical stress during isolation or handling. Ovaries that experience mechanical damage typically show impaired growth, whereas intact samples maintain continued follicular development. When added to the ovarian culture medium, pharmacological treatments can be used to assess their effects on the transition from primordial to primary follicles through histological analysis and follicle quantification. Resulting data analysis, including follicle counts can be subjected to statistical analysis, such as a *t* test, one-way or two-way ANOVA, depending on the experimental set up, enabling comparison of different experimental groups. Moreover, cultured ovaries can be subjected to Western blotting analysis, RNA sequencing and other biochemical parameters (e.g., Reactive Oxidative Stress (ROS) assay), relevant for the specific experiment.^1^^,^^4^^,^^8^^,^^9^

Furthermore, secondary follicles can be isolated and matured *ex vivo* to metaphase II oocytes, which can be fertilized and transferred into pseudo-pregnant recipients to produce viable offspring, enabling functional assessment of oocyte competence, as demonstrated.^1^^,^^4^^,^^8^

## Limitations

The *ex vivo* culture of murine ovaries enables the preservation of intra-ovarian signaling and follicle activation. However, this system can only partially replicate the complexity and *in vivo* conditions. Notably, dynamic interactions and intricate physiological responses present in the living organism are absent, including endocrine signaling from the hypothalamic-pituitary-ovarian axis and reproductive tract. Additionally, culturing the entire ovary may limit oxygen diffusion to the medulla, potentially resulting in reduced oxygen availability, impaired cellular function, compromised follicle growth, and decreased survival in the center of the ovary.

A key limitation of this protocol is that whole ovary culture reflects follicle activation at the level of the entire organ, without allowing direct distinction between responses in oocytes versus surrounding granulosa cells. As a result, mechanistic insights into cell type–specific signaling within individual follicles cannot be obtained from this protocol. Moreover, each ovary contains a heterogeneous pool of follicles at different developmental stages, including primordial, primary, and secondary follicles, which may complicate the interpretation of stage-specific effects in mechanistic assays.

Additionally, when using *ex vivo* ovary culture, a small amount of tissue is obtained. This restricts the range of downstream assays that can be performed. For example, many activity-based or biochemical assays require larger quantities of material than a single ovary provides, making them unfeasible unless an impractically large number of ovaries are pooled together after end culture. Therefore, the tissue requirements of planned analyses should be considered when setting up *ex vivo* culture.

## Troubleshooting

### Problem 1

After 96 h of *ex vivo* culture, some regions of the ovary show poor growth, visible as clearly defined edges rather than the expected smooth tissue expansion.

### Potential solution

When placing ovaries in culture (step 15), ensure that paired ovaries are not positioned too close to each other, as proximity can inhibit growth on the adjacent sides. Similarly, avoid placing ovaries too close to the well edges, as this can also restrict tissue expansion and lead to uneven growth.

### Problem 2

During microtome sectioning, the ovary detaches completely from the paraffin block, leaving an empty cavity in the paraffin and resulting in loss of the embedded tissue.

### Potential solution

Ensure that all processing reagents are fresh and free of precipitates. Furthermore, ensure that the tissue processor remains completely stationary during processing, as mechanical movement can cause the reagents to be forced through the tissue, leading to tissue damage and subsequent detachment from the paraffin block doing sectioning (Step 27).

### Problem 3

During histological analysis, follicles are difficult to clearly distinguish and classify.

### Potential solution

Use strong hematoxylin to visualize nuclei and light eosin to keep follicles distinguishable for easier counting (Step 30).

### Problem 4

Histological analysis of the ovaries exhibits structural damage, especially along the edges, resulting in compromised tissue integrity.

### Potential solution

Gentle handling during processing is essential to minimize tissue damage (Step 25). Ovaries should only be guided lightly with forceps and never compressed and contact with the tissue should be kept to a minimum due to the fragility of the edges. Despite careful technique, some samples will certainly be compromised, which should be accounted for when planning the number of biological replicates.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Karin Lykke-Hartmann ().

### Technical contact

Technical questions on executing this protocol should be directed to and will be answered by the technical contact, Julie Feld Madsen ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

The published article^1^ includes all datasets generated during this study. 

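Bulk RNA sequencing was done on mouse oocytes of 3 stages, namely oocytes from primordial follicles, oocytes from primary follicles and oocytes arrested in metaphase II of meiosis (MII). Each stage was sequenced from a sham group and from a group that the labels call NTY, a name that the paper's text does not explain. There were 3 libraries in each of the 6 groups, 18 in all, from mice of a C57BL/6 and CBA cross, and all were marked as in vivo samples, so none came from ovaries cultured ex vivo. By the labelled protocol, cells cut out of the tissue with a laser were amplified from very little RNA and made into libraries by capture of coding RNA, whereas collected oocytes were made into libraries with Smart-seq II. The 12 libraries of oocytes from primordial and primary follicles were taken to be the microdissected ones and the 6 MII libraries the collected ones, so stage and library method cannot be told apart between these sets.
The authors deposited the number of reads counted on each of 53715 genes without normalization, and a table of TPM (counts divided by gene length and scaled to a sum of 1000000 per library) for 28252 of these genes. The aligner, the counting program and the annotation are not named in the paper's text. The total count ranged from 15149564 to 29205503 in oocytes from primordial follicles of the sham group (median 21086068) and from 22679770 to 27012288 in the NTY group (median 23532501). In oocytes from primary follicles it ranged from 22572216 to 23930436 in the sham group (median 23410138) and from 23268600 to 25286457 in the NTY group (median 23698083). The MII libraries were shallower, with 8898672 to 9978830 counts in the sham group (median 9578956) and 8652089 to 9337884 in the NTY group (median 8733307). At these depths the smallest level that 3 counts can show was between 0.103 and 0.347 CPM (counts scaled to a sum of 1000000 per library), which covers counting error only, since amplified reads are not independent molecules.

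**Figure D1:**
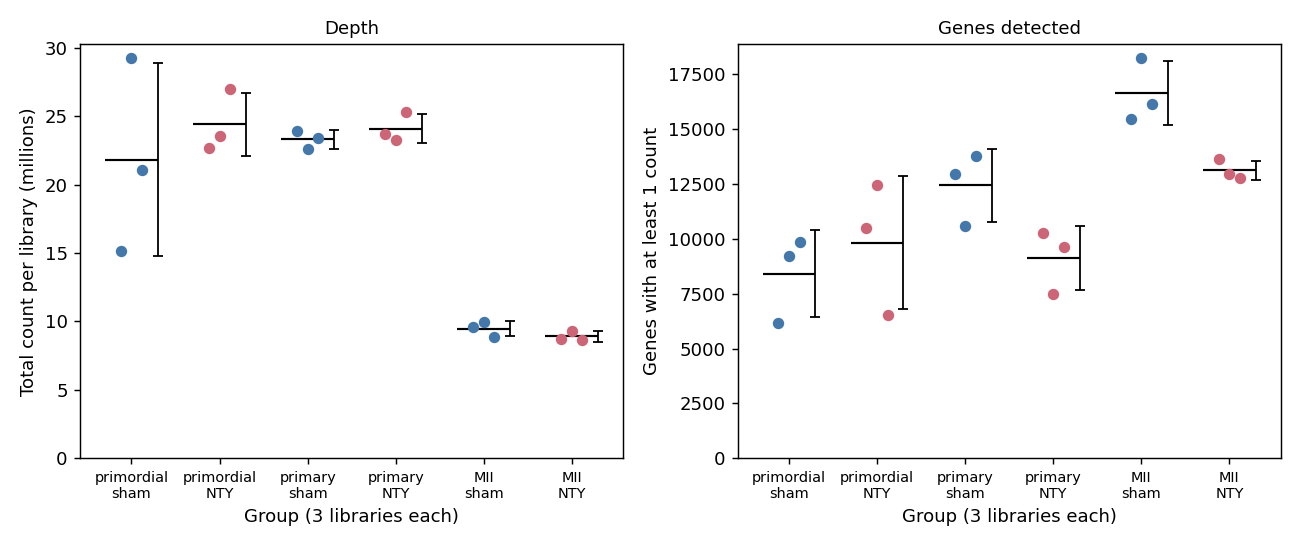
Total count per library, in units of 1000000 (left), and number of genes with at least 1 count (right) in the 6 groups, with sham libraries in blue and NTY libraries in red. Each point is a library, horizontal lines are means and bars are SD (n = 3); the MII sham libraries reach 15442 to 18239 genes and the MII NTY libraries 12782 to 13608.

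The number of genes with at least 1 count was 8409 ± 1984 (SD, n = 3) in the sham group and 9826 ± 3024 (SD, n = 3) in the NTY group for oocytes from primordial follicles. It was 12425 ± 1660 (SD, n = 3) and 9113 ± 1456 (SD, n = 3) for oocytes from primary follicles, and 16608 ± 1455 (SD, n = 3) and 13105 ± 441 (SD, n = 3) for MII oocytes. For oocytes from primordial follicles the exact permutation test between sham and NTY gave p = 0.5, and for the other stages it gave p = 0.1, the smallest two-sided value that 3 libraries against 3 allow. No pair of replicates agreed within sampling noise, with a chi-square per degree of freedom of at least 34.1, so no replicate was a copy of another. This sets the libraries against counting noise only and does not show whether replicates 2 and 3 of the primary NTY group, whose library codes are alike, come from separate material; they were kept as separate samples.
Groups were compared on the counts with the quasi-likelihood test of edgeR, TMM normalization and Benjamini-Hochberg adjustment. The 12 microdissected libraries were fitted together and the MII libraries alone. The common dispersion, the squared relative spread between replicates, was 3.60 in the first fit and 0.542 in the second. Of 10522 genes tested, NTY against sham gave 1 gene with an adjusted p under 0.05 in oocytes from primordial follicles, where 1145 had an unadjusted p under 0.05, and 0 in oocytes from primary follicles, where 858 did. In MII oocytes the count was 0 of 12209 genes, where 280 had an unadjusted p under 0.05. The choice of test moved these counts most, since DESeq2 called 1201 genes for the first of these comparisons. That number is no more than other groupings gave. With DESeq2 the other splits of the same 6 libraries, tried after it had been seen, gave 972 to 1617 genes.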

The bulk RNA sequencing data reported in the paper have been submitted to the GEO database under accession number GEO: GSE230259 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230259).

## Acknowledgments

We are very grateful to the reproductive biology laboratory at the Department of Biomedicine, Aarhus University, for discussions and help. The work is supported by grants from the 10.13039/501100009708Novo Nordisk Foundation (NNF16OC0022480 and NNF17OC0026820 to K.L.-H.), the 10.13039/501100004954Augustinus Foundation (17-4844 to K.L.-H.), the 10.13039/501100003035Aase and Ejnar Danielsen Fund (18-10-0470 to K.L.-H.), the 10.13039/501100002739Aarhus University Research Fund (AUFF-E-2020-9-11), 10.13039/501100006309Riisfort Fonden (to J.F.M.). Finally, the graphical abstract and follicle animations in Figure 6 were created with BioRender.com.

## Author contributions

J.F.M. and K.L.-H. developed this protocol, and J.F.M., S.B.B., and K.L.-H. wrote the manuscript.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used AI-based tools to assist with language editing and grammar. The authors take full responsibility for the content.

How the deposited data were processed for this re-analysis (not part of the article)

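Gene expression was measured by bulk RNA sequencing in 18 libraries of mouse oocytes, 3 from each of 6 groups (oocytes from primordial follicles, oocytes from primary follicles and MII oocytes, each from sham and NTY groups). The condition and replicate number of each library were taken from its labels. The pairing of replicates rests only on these numbers, and neither the labels nor the paper's text says that libraries with the same number share an animal. The assignment of the 12 libraries of primordial and primary follicles to laser microdissection was read from the labelled protocol.

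The authors deposited whole-number counts of reads per gene for 53715 genes, not normalized, and TPM values for 28252 of them. The authors do not name, in the paper's text or the labels, the aligner, the counting program, the genome build, the gene lengths behind the TPM or how reads matching several genes were handled. Every column of the deposited TPM table sums to 1000000, and its zeros fall on the same genes as in the counts. Reads shared between near-identical genes, such as histone genes, could therefore have been split or dropped in a way that cannot be seen here. Gene symbols came from the deposited table, and otherwise from GENCODE M21 on GRCm38, which held 53620 of the gene identifiers and was the source of coordinates, transcript lengths and GC content.

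The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with robust estimation, TMM normalization, the filterByExpr filter by group, no replicate block and a Benjamini-Hochberg adjusted p under 0.05. The 12 microdissected libraries shared a fit, because they share a library method, and the 6 MII libraries were fitted alone. Tests were made of NTY against sham at each stage, of primary against primordial follicles in each treatment, and of the difference of the NTY effect between the stages. Scores of gene lists were means of log2(CPM + 1) with TMM library sizes, compared by exact two-sided permutation of the labels within stages or treatments. Lists, designs and most alternatives were written before the data were examined. Correlations used 100000 permutations.

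The alternatives were RLE normalization, DESeq2 1.42.0, limma 3.58.1 with voom and sample quality weights, a filter on any count, a filter of at least 10 counts in every library compared, a replicate block, limma on log2(TPM + 1) for genes with a TPM of at least 1 in at least 3 libraries, a log2 fold change of at least 1, only the groups compared, a sum of primary NTY replicates 2 and 3 (whose library codes may name the same material), and leaving out each replicate. For the scores they were plain library totals, a pseudocount of 0.1, log2(TPM + 1), genes with at least 10 counts in every library, a replicate block and leaving out each replicate. DESeq2 was run without its filter on Cook distances, and the run with that filter was added after its number of calls had been seen. Scores and permutation tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

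The fits were tested on simulated data. The changed genes were drawn from those above the median mean level, so recovery among lower genes was not tested. With 200 changed genes of log2 fold change 4 at a low dispersion, edgeR recovered 200 of 200 among 10522 simulated genes in the microdissected set and 200 of 200 among 12209 in the MII set. At the dispersions of the data it recovered 0 of 200 in the microdissected set and 183 of 200 in the MII set. At a log2 fold change of 2 and these dispersions it recovered 0 of 200 and 86 of 200. DESeq2 recovered 200 of 200 at the low dispersion. Among 10521 genes simulated with none changed, at the dispersions DESeq2 estimated, it called 442.

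Genes were named by a rule set before the data were examined. Any gene of the lists could be named, and for each comparison up to 3 genes with the largest positive and up to 3 with the largest negative log2 fold change, among those with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the groups. H2ac4 was the gene this rule added. Xist, H2ac15 and Fkbp3 fall outside it and were chosen after their values were seen. MII and microdissected libraries were not tested against each other, because the library method differs with the stage. The follicle counts and stainings of cultured ovaries are not analysed here.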

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

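The counts over other splits of the libraries were chosen only after the numbers of genes had been seen, as was the Cook distance filter of DESeq2. The other tests here were chosen before their results were seen. H2ac15, Fkbp3, the oocyte genes named here, the levels of single libraries and the fold without NTY replicate 3 were chosen after their values were seen.

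H2ac4 (ENSMUSG00000061615, named Hist1h2ab in GENCODE M21, chromosome 13 from 23751126 to 23751598 on GRCm38) is a histone H2A gene and was the gene past the threshold in the test of NTY against sham in oocytes from primordial follicles (adjusted p = 0.00047, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It stands out as a signal in data from which the paper draws no result. The 3 sham libraries held 2, 3 and 1 counts and the 3 NTY libraries 2031, 5597 and 115805, so NTY was higher in 3 of 3 libraries and the lowest of them was at least 452-fold higher than the level that 3 counts can show. Over the 14 alternatives with a p-value the adjusted p ranged from 3.6e-13 to 0.274. It was 0.141 without NTY replicate 3. The library labelled primordial NTY replicate 3, which has the most H2ac4 counts, held little RNA of oocyte genes. It had 1 count of Ddx4, 4 of Gdf9, 1 of Zp3, 3 of Lhx8 and 8 of Dazl among 27012288, though 94231 of Foxo3, and its oocyte growth score of 0.39 was the lowest of the 12 microdissected libraries. These genes go against its label as an oocyte library, so its cells are in doubt. Some were as low elsewhere. Ddx4 was at 0.0441 CPM in another primordial NTY library, Gdf9 had 5 counts in a primordial sham library and Dazl 4 in a primary sham library. Zp3 and Lhx8 were as low in no other microdissected library. Replicate 3 also had the fewest genes with at least 10 counts of the 12 (4244), so loss of transcripts could give these values too. The direction of H2ac4 does not rest on this library, since the mean of the other 2 NTY libraries was still at least 827-fold higher than the level that 3 counts can show. The adjusted p under 0.05 does rest on it. The Cook distance filter of DESeq2, tried after the result was seen, set the gene aside without a p-value. Of the 4 splits of these 6 libraries that part all libraries with the same number, 2 gave as many genes, the real one included, and so did 1 of the 6 other splits. With so few splits the grouping cannot be told apart from chance.

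The effect of NTY on H2ac4 also differed between primary and primordial follicles (adjusted p = 0.0238 for the difference of the effects, same test). Over 20 alternatives the adjusted p ranged from 5.8e-05 to 0.411, and 5 of them were at or over 0.05. It was 0.18 without primordial NTY replicate 3, the library in doubt above, so this call too rests on that library. It was 0.0659 without primary NTY replicate 3 and 0.0530 with primary NTY replicates 2 and 3 summed. In oocytes from primary follicles the sham libraries held 3115, 15407 and 2279 counts and the NTY libraries 9238, 39332 and 18871, and the log2 fold change was 2.03 (adjusted p = 0.843). Of the 32 ways to exchange sham and NTY within same-numbered pairs, 17 gave at least as many genes for the difference, the real one included, so the number of genes called is no larger than other groupings give.

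H2ac4 was also the gene called for primary against primordial follicles in sham (log2 fold change 11.45, adjusted p = 0.0098, same test). Over 14 alternatives this adjusted p ranged from 6.3e-07 to 0.549, and 4 of them were at or over 0.05. All of these results rest on the near absence of H2ac4 from the 3 primordial sham libraries. If reads had been moved to other H2A genes there, the 14 other H2A cluster genes would have been as high in these libraries, but their summed level was lower, with a log2 ratio of 1.65 for the other 9 microdissected libraries over them. The sum includes H2ac15, which was itself low in primordial sham, so the ratio partly counts the same pattern again. This sum is a weak test in primordial sham replicates 1 and 2, where it was 1512 and 993 CPM. It was 1481 CPM in primordial NTY replicate 1, where H2ac4 itself was at 89.6 CPM. A move of so few reads could not be seen in sums of this size. In primordial sham replicate 3 the sum was 33.8 CPM, so a move of 89.6 CPM to these genes would have shown there. That is 1 library, so reads moved between copies are not excluded. The share of counts on 56 other histone genes (1.17% on average against 1.57%) was not set apart (exact permutation test over 220 trios of the 12 libraries, p = 0.232), nor was a proliferation score (p = 0.418, same test). For loss of a transcript in 3 libraries at random, 38 of the 220 trios had at least 1 gene with 3 counts or fewer in the trio and at least 100 in each of the other 9 libraries, which is as many as the primordial sham trio has. H2ac4 was not alone in being low in these libraries. A second H2A gene, H2ac15, had 28, 5 and 1 counts in primordial sham and 2, 26048 and 68198 in primordial NTY (adjusted p = 0.0909, edgeR), and Fkbp3 had 0, 6 and 2 against 533, 3155 and 32294 (adjusted p = 0.0940, same test). Neither passed the threshold. Whether such genes fall together more often than loss of single transcripts would give was not tested. Loss of transcripts during amplification may have fallen on these libraries by chance, and the pattern cannot be told apart from it or from reads moved between copies.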

How the results depend on the processing

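No test in this part was added after its result was seen, apart from DESeq2 with its filter on Cook distances.

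With edgeR on the counts, 1 gene had an adjusted p under 0.05 for NTY against sham in oocytes from primordial follicles, 0 in oocytes from primary follicles (858 with an unadjusted p under 0.05), 0 in MII oocytes (280), 1 for primary against primordial follicles in sham, 0 in NTY (1049) and 1 for the difference of the NTY effect. In that order of comparisons, DESeq2 called 1201 genes (803 higher, 398 lower), 693 (77 higher, 616 lower), 29 (0 higher), 767 (707 higher, 60 lower), 1121 (410 higher, 711 lower) and 1216 (248 higher, 968 lower). With its filter on Cook distances it called 750, 473, 29, 503, 689 and 742.

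With voom and sample quality weights the counts were 0 for NTY in primordial follicles (717 with an unadjusted p under 0.05), 19 for NTY in primary follicles, 37 for the stages in sham and 2 for the difference. RLE normalization gave 2 genes for NTY in primordial follicles. With limma on log2(TPM + 1), 3 genes passed for NTY in primary follicles and 4 for the stages in sham. With any count as the filter, 0 passed for the stages in sham (1742 unadjusted) and 11 for the difference. With at least 10 counts in every library compared, 0 passed for NTY in primordial follicles (89 unadjusted), 0 for the stages in sham (30) and 0 for the difference (69). This filter removes H2ac4 from these 3 comparisons, so it could not have kept it. With the 2 groups compared fitted alone, 6 passed for NTY in primordial follicles (5 higher, 1 lower) and 0 for the stages in sham (455 unadjusted). With primary NTY replicates 2 and 3 summed, 0 passed for the difference (1310 unadjusted). Leaving out a replicate gave from 0 to 3 genes for NTY in primordial follicles over 6 fits, from 0 to 0 for NTY in primary follicles, in MII oocytes and for the stages in NTY over 6 fits each, from 0 to 2 for the stages in sham over 6 fits and from 0 to 8 for the difference over 12 fits. In MII oocytes 1068, 740 and 968 genes had an unadjusted p under 0.05 without NTY replicates 1, 2 and 3, against 280 with all libraries. Without sham replicates 1, 2 and 3 it was 355, 285 and 316. The cause of the changes other than those of the filter at 10 counts was not tested.

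With the replicate block the counts were 1, 0, 0, 1, 0 and 1 in the order above (678 with an unadjusted p under 0.05 for NTY in primary follicles, 230 in MII oocytes and 534 for the stages in NTY). Libraries with the same number did not deviate together, with mean correlations of 0.0266, -0.0145, -0.0102, -0.00826 and -0.0172 for the first 5 comparisons. With the block, sign flips of the paired score differences gave an exact p = 0.559 for the NRF2 targets, p = 0.188 for oocyte growth and p = 0.5 for the granulosa list. The differences themselves (-0.18, 0.94 and 0.41) cannot move, since every number occurs once in each group.

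The NRF2 target score differed by -0.18 between NTY and sham and by 0.065 over the 2 genes with at least 10 counts in every library. The granulosa score differed by 0.41 between primary and primordial follicles and by -0.13 over the 2 such genes. The cause was not tested. Leaving out a library moved the NRF2 target score from -0.38 to -0.06, the oocyte growth score from 0.66 to 1.44 (main value 0.94, exact permutation p = 0.18, from 0.03 without primordial sham replicate 2 to 0.34 over these fits) and the granulosa score from 0.10 to 0.68. The log2 fold change of H2ac4 between the stages in NTY was -1.09 and changed sign with voom (2.06) and with limma on log2(TPM + 1) (0.70), and leaving out a replicate gave values from -2.29 to 3.08.

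The spread between the microdissected libraries limits these tests more than their depth. At the dispersions of the data, 0 of 200 simulated genes with a log2 fold change of 4 were recovered there, against 200 of 200 at the same depths with a low dispersion and 183 of 200 in the MII libraries at their own. All of these changed genes lay above the median level, so these counts do not cover lower genes.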

Other observations

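Chosen only after the result was seen were the test of the dispersion between MII replicates, the counts over other splits of the libraries, the DESeq2 runs with its Cook filter and on simulated genes, Xist, Dcn, Fshr and Inha, the signs of the oocyte growth and granulosa genes in the fits, the number of protein-coding genes, and the second comparison sets and mean counts named for the MII genes. So were the sums of the early oocyte list and the single oocyte growth scores in sham. Wt1, Foxl2, Amhr2, Gja1, Cyp19a1, Esr2, Inhba and Foxo3 were also chosen after their values were seen. The same holds for Dazl, Ddx4, Nobox, Kit, Lhx8, Figla, Sohlh1, Col1a2, Col3a1 and Lum.

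Replicates of the microdissected groups differed in which genes were present at all. Of the genes with at least 1000 counts in any library of the group, 41.2% of 4818 had 3 counts or fewer in another replicate in primordial sham, 40.8% of 4928 in primordial NTY, 40.5% of 4971 in primary NTY and 14.3% of 5302 in primary sham. In MII sham it was 0 of 2310 genes and in MII NTY 1 of 2305. The MII libraries were shallower, so the same counts stand for a higher CPM there and these shares are not set at the same level. In primary NTY the total counts lay between 23268600 and 25286457, so depth did not account for the share of 40.5% there. The number of genes detected, which does not test these genes directly, showed no clear relation to total count over the 12 libraries (Pearson r = 0.178, permutation p = 0.595, 0.892 after adjustment over 3 relations). The Spearman rho was -0.021 (permutation p = 0.956). The Pearson r was -0.379 without the 2 libraries farthest from the median total, and 0.178 within groups. No biological explanation was tested.

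The libraries of oocytes from primordial and primary follicles held much RNA of genes used by somatic cells. The 14 granulosa genes summed to a median of 2170 CPM there and 145 CPM in MII oocytes, and the 6 stroma genes to 3470 and 0.169 CPM. Of the granulosa genes, Cyp19a1 and Esr2 went the other way, with medians of 51.1 and 52.1 CPM in MII oocytes against 0 and 1.15 CPM. So did Fshr and Inhba at low levels. The 15 oocyte growth genes summed to 231 CPM (from 4.48 to 818) against 23800 CPM in MII oocytes. A list of 8 early oocyte genes, among them Foxo3, was no lower, with 1630 CPM (from 809 to 3490) against 1610 CPM in MII oocytes. Foxo3 alone had a median of 842 CPM against 220 CPM in MII oocytes, and the similar sums rest largely on it. The medians of Dazl (98.4 against 671 CPM), Ddx4 (52.9 against 338 CPM), Nobox (1.99 against 154 CPM) and Kit (58.6 against 77.6 CPM) were lower than in MII oocytes. Lhx8 went the other way (35.1 against 26.4 CPM), as did Figla and Sohlh1 at low levels. Xist had 98 to 1394 counts in each of the 12 libraries and 0 in the 6 MII libraries. RNA from surrounding cells is a candidate source, but the oocyte score did not fall as the somatic score rose (Pearson r = 0.0278, permutation p = 0.932, 0.932 after adjustment; Spearman rho = 0.00699, permutation p = 0.991; r = -0.0607 without the 2 farthest libraries, and 0.185 within groups). This cannot count against it, because each of the 12 libraries held at least 1380 CPM of the stroma genes, against at most 2.91 CPM in MII oocytes. Libraries that all hold such RNA need not show a fall. The oocyte score also tended to rise with the number of genes detected (Pearson r = 0.515, permutation p = 0.0884, 0.265 after adjustment), which could hide a fall. For that relation the Spearman rho was 0.378 (permutation p = 0.229). Its Pearson r was 0.439 without the 2 farthest libraries and 0.649 within groups. In addition, 232 genes were at 10 CPM or more in all 6 MII libraries and at 0 counts in all 12 others, among them the NRF2 target Nqo1 (17.4 to 27.1 CPM in MII). The library method could give such genes as well as the stage, and the data cannot tell these apart.

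The oocyte growth score was higher in primary than in primordial follicles by 0.94 (15 genes, exact permutation p = 0.18) and the granulosa score by 0.41 (14 genes, p = 0.495, same test). The latter joins opposite differences, 1.47 in sham, where each primary library (3.67 to 5.39) lay above each primordial one (2.03 to 3.49; exact permutation p = 0.1, the smallest possible), and -0.64 in NTY (p = 0.5, same test). The difference between these scores was not tested, but gene by gene the edgeR test of the difference of the NTY effect, which is the same contrast, had 2 of 12 granulosa genes higher (median log2 fold change -4.37), 3 with an unadjusted p under 0.05 and 0 after adjustment. The oocyte growth score differed by 0.73 in sham and 1.15 in NTY, but in the edgeR fit only 6 of its 15 genes were higher in primary follicles in sham, with a median log2 fold change of -0.34, against 15 of 15 in NTY, with a median of 1.58. In sham the primordial scores were 1.66, 4.63 and 1.66 and the primary scores 3.35 to 3.42. Primordial sham replicates 1 and 3 thus lay below every primary sham library and replicate 2 above every one. The lack of a common direction in sham therefore rests on replicate 2. Without it the score difference over both treatments was 1.44 (exact permutation p = 0.03), the lowest p of 12 fits that left out a library, of which the highest was 0.34. For NTY against sham the NRF2 target score differed by -0.18 over all stages (20 genes, exact permutation p = 0.54), made up of 0.28 in oocytes from primordial follicles, -0.60 in oocytes from primary follicles and -0.20 in MII oocytes (p = 0.9, 0.3 and 0.5, same test). Of the 18 NRF2 targets tested in oocytes from primordial follicles, 0 passed with adjustment over all genes and 1 with adjustment over the list alone, where 2 had an unadjusted p under 0.05. Slc7a11 had 129, 53183 and 604 counts in sham and 0, 31 and 1 in NTY (log2 fold change -10.70, adjusted p = 0.405 over all genes, edgeR), lower in 3 of 3 libraries.

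In MII oocytes fewer genes were detected after NTY (exact permutation p = 0.1), with 572 genes counted in all 3 sham and no NTY library against 4 the other way, while the 9 other splits of the 6 libraries gave at most 195. Over the 3 stages together the exact permutation p was 0.101. Drawn down to 8652089 counts, the lowest sham library still had 1763 more genes than the highest NTY library, so depth did not account for it. By the rule set before, RNA of cumulus cells would have made the share of genes also seen in the microdissected libraries higher among the 572, and it was lower. The 572 genes reached a mean of 1 CPM in the microdissected libraries less often than genes matched on length and counted in all 6 MII libraries at the lowest levels, by -12.2 percentage points (from -5.19 to -17.5 with a smaller or larger pool), and by -1.57 points against genes matched on mean sham count, the set that was in fact computed first. The length-matched genes had a higher mean count (median 27.1 against 5), so that gap cannot be separated from level and does not exclude cumulus cells. Among single genes of the lists, Dcn had 25, 18 and 3 counts in sham and 0 in the 3 NTY libraries. Fshr had 11, 47 and 20 against 3, 0 and 0, whereas Inha had 14, 14 and 0 against 129, 0 and 35. Of 7 granulosa genes tested, 4 were higher after NTY (median log2 fold change 0.18, edgeR). Wt1, Foxl2 and Amhr2 had 0 counts in all 6 MII libraries, against medians of 698.5, 221.5 and 37.2 CPM in the microdissected ones. Gja1, with a median of 510.5 CPM there, reached at most 0.94 CPM in MII sham and 10.2 CPM in MII NTY. Wt1, Foxl2, Amhr2 and Gja1 argue against cumulus cell RNA in sham, though the levels they are set against come from another library method. Fshr goes with it. Cyp19a1 (34.9 to 68.7 CPM in sham, 28.6 to 59.5 CPM in NTY) and Esr2 (35.8 to 74.8 and 35.6 to 70.9 CPM) were present in both groups. Dcn is of the stroma list and says little about cumulus cells. Of that list, Col1a2, Col3a1 and Lum had 0 counts in all 6 MII libraries. Of 1095 olfactory receptor genes, 5.88% were counted on average in sham and 3.56% in NTY, under the limit of 10% set before for genomic DNA. That limit bears on the level and not on the difference, which has the direction genomic DNA in sham would give, and 365 of the 572 genes are protein coding, so genomic DNA is not excluded. The 572 genes had longer transcripts than count-matched genes with a probability of 0.608 (0.641 against the lowest-level genes), just past the limit of 0.6, and a GC content with a probability of 0.479. The dispersion between NTY replicates was 2.32 times that between sham replicates, which is consistent with fewer starting molecules in the NTY libraries. Lower input, transcript length and genomic DNA therefore remain. So does cumulus cell RNA, for which the single genes point both ways. The pattern cannot be told apart from these.

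The 1201 genes that DESeq2 called for NTY against sham in oocytes from primordial follicles were no more than other groupings of the libraries gave. The 9 other splits of these 6 libraries gave a median of 1127 genes (972 to 1617) without the Cook filter, and 561 to 1115 with the Cook filter, against 750 for the real split. Of the 1201 genes, 56.5% had 3 counts or fewer in all 3 libraries of a group, and this share was 56.3 to 63.3% in the other splits. In simulated data with no gene changed, DESeq2 called 442 of 10521 genes at the dispersions it had estimated. Calls on genes absent from a whole group may thus explain much of the gap to edgeR.

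For the other comparisons with edgeR, as many genes were called in 1 of the 4 splits that part all same-numbered libraries for the stages in sham, the real one included, and in 1 of the 6 other splits. For NTY in primary follicles, NTY in MII oocytes and the stages in NTY it was 4 of 4, which a count of 0 gives under any grouping.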
